A study of Mus musculus with 8 samples. Its data were reported in "Evaluating the mouse neural precursor line, SN4741, as a suitable proxy for midbrain dopaminergic neurons" (2023).

How the data were processed

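Chromatin accessibility was measured by ATAC-seq, in which a transposase cuts and tags open DNA so that sequenced fragments pile up over accessible regions. The cells were SN4741, a mouse line derived from embryonic substantia nigra that carries a temperature-sensitive T antigen under a tyrosine hydroxylase promoter. There were 4 libraries from cells kept at the permissive temperature of 37 °C and 4 from cells moved to the non-permissive temperature of 39 °C for 48 h, each from an aliquot of 50000 cells amplified for 12 cycles. Cells at 37 °C grew in 10% serum and cells at 39 °C in 0.5% serum, so every comparison of temperature below is also a comparison of serum. The single-cell, bulk RNA and promoter capture parts of the study were not analysed here.

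The authors aligned the paired reads to mm10 with Bowtie2, removed duplicates and called peaks with MACS 3.0.0a7 separately for each library, without a control library, without a local background and at a q-value of 0.05. Per the file headers, the caller kept 1 fragment at each position, so a further 15% to 37% of the fragments it read were dropped as redundant. The deposited lists give for each peak its position, its summit, its pileup signal in fragments (not scaled for depth), its fold enrichment, which is a ratio of the pileup to one genome-wide background per library, and the −log10 of its p-value and q-value. These heights and scores are the authors' own and were used here only to rank, filter or describe peaks within one list. Peaks were numbered without a gap in all 8 lists, so the deposited lists show no sign that peaks over regions prone to artefacts had been taken out, a step that the methods of the study describe. The peaks lay on 21 chromosomes, and none extended past the end of its chromosome in the mm10 reference sequence used here. Positions are on mm10, counted from 1.

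The lists hold no read counts per region, so libraries were compared by which regions were called. Peaks of all libraries were merged where they overlapped by at least 1 bp, and a merged region belonged to the consensus set when at least 2 libraries called it, the rule the study states. A region counted as open at both temperatures when at least 2 of 4 libraries called it at each. Similarity of 2 libraries was the Jaccard index, the number of consensus regions called in both divided by the number called in either. A region was called temperature-restricted when all 4 libraries of one temperature called it and none of the other did. Promoters were taken as within 1 kb of a transcription start site (TSS) in GENCODE mouse release M21. Summits were placed in exons, introns or between genes with the same annotation. For motifs, the summit of a region was the median, over the libraries that called it, of the summit of the peak with the highest −log10 q, and sequence within 100 bp of it was searched on both strands for 20 motifs. Motifs were written as consensus sequences, with no mismatch allowed. The 27 genes and the motifs were listed, and the tests of the report and the alternatives chosen, before the data were examined, except those that the text names as chosen after the data were seen. So was the rule for named regions: in each direction the 3 restricted regions with the best mean rank by −log10 q. Motifs are named in the text, by a rule set after the data were seen, where they passed the threshold with all peaks or with equal numbers of peaks, together with the heat shock factor motif.

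Values per library were compared by the exact permutation test of the difference in means over all 70 assignments, two-sided, for which the smallest p is 0.0286. Similarity and restricted regions were set against the 35 splits of the 8 libraries into 4 and 4. Region sets were compared by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over the 20 motifs or over all consensus regions. Odds ratios were also pooled within strata of GC content (5 strata) and promoter position by the Mantel-Haenszel method. Regions are not replicates, so such a test compares these libraries. Intervals on shares are Wilson 95% intervals and cover counting error only. Depth was taken as the fragments kept by the caller, 49.8 to 169 M (mega) per library. The deposited lists are the only source of depth, and the share of fragments inside peaks was not used here.

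Results were recomputed, where the choice applies to them, with peaks of −log10 q at least 2 or 5, with equal numbers of peaks (the 54845 highest by −log10 q in each list, the length of the shortest), without chromosome Y, without the 0.1% of peaks with the highest fold enrichment, with windows of 100 bp on each side of the summits in place of whole peaks, with 50% of a region covered before a library counted, with other minimum numbers of libraries, with promoters of 5 kb, with motifs within 250 bp, and without each library in turn. For the promoter peaks of the 27 genes only peaks of −log10 q at least 5 and a distance of 5 kb were tried. The labels give both temperatures replicates 1 to 4. Tests with the replicate number as a block were therefore made too. Libraries of equal number did not deviate from their group means together. The correlation of deviations over 33258 variable regions was between 0.0011 and 0.068 in the 4 pairs, and the numbers were not taken to pair the libraries. No 2 lists were identical. The largest Jaccard index between any pair was 0.947.

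The region calls were tested on simulated data made from the positions of the real regions. Of 200 regions made restricted to 37 °C and 200 made restricted to 39 °C, 200 and 200 were recovered. These were given the very pattern that the rule asks for, so their recovery checks only the calculation. Of 20000 unchanged regions 22 and 20 were called restricted to 37 °C and 39 °C by chance. An unchanged region had the same chance of a call in every library. Lists of unequal length or depth were not simulated, so these counts give no rate of false calls for the real lists. Of the 20 motifs, 1 passed the threshold when 1 had been planted and 0 when none had been. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0 and samtools 1.23.1, and plots used matplotlib 3.10.9.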

Results

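Peak lists were available for 8 ATAC-seq libraries of the SN4741 line, a proposed model of midbrain dopaminergic neurons, with 4 libraries at each temperature. They differed in depth. At 37 °C the peak caller kept 169 M fragments (M for mega, as in Mb) in replicate 1, 64.2 M in replicate 2, 49.8 M in replicate 3 and 158 M in replicate 4. At 39 °C it kept 59.5, 71.2, 59.4 and 52.7 M fragments in replicates 1 to 4. The mean depth was 110 ± 62.0 M at 37 °C and 60.7 ± 7.69 M at 39 °C (SD, n = 4 each), a difference within what the exact permutation test gives by chance (p = 0.286), because only 2 of the libraries at 37 °C were deep.

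More peaks were called at 37 °C. The lists held 81844 ± 8051 peaks at 37 °C and 63551 ± 5970 at 39 °C (SD, n = 4 each; exact permutation test, two-sided, p = 0.0286, the smallest this design allows). The shortest list at 37 °C, with 74026 peaks, was longer than the longest at 39 °C, with 68410. It came from the library with the fewest fragments of all 8. When only the 6 libraries with fewer than 100 M fragments were compared, a choice made after seeing the data, the difference (39 °C minus 37 °C) went from -18293 to -11954 peaks; 2 libraries against 4 cannot give an exact p below 0.0667, and that was its value. Leaving out 39 °C replicate 4, the shortest list with 54845 peaks, gave a difference of -15391 peaks (exact p = 0.0571).

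**Figure D1:**
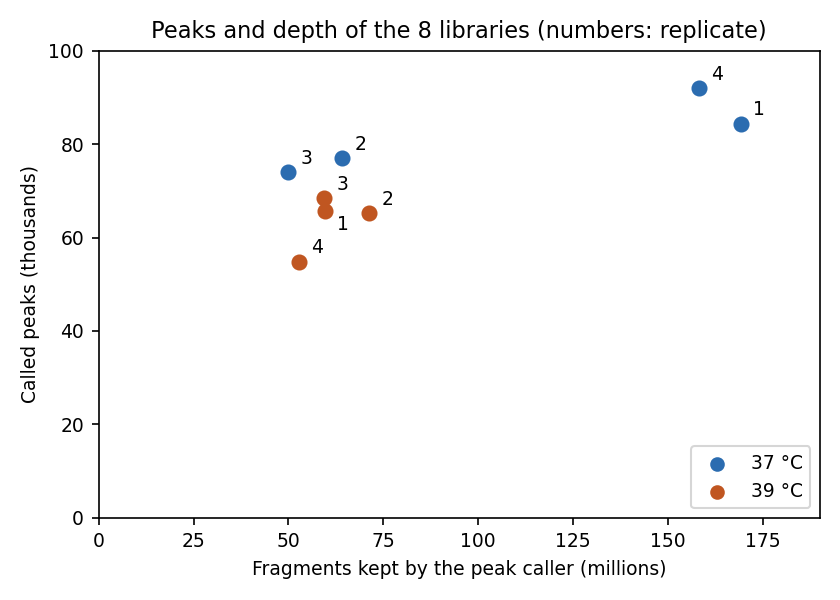
Each point is a library, with the fragments kept by the peak caller on the horizontal axis and the called peaks on the vertical axis, coloured by temperature and numbered by replicate. All 4 libraries at 37 °C lie above the 68410 peaks of the longest list at 39 °C, and 2 of them lie apart in depth, at 158 and 169 M fragments.

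Peaks covered 113 ± 20.7 Mb of the genome at 37 °C and 80.1 ± 10.4 Mb at 39 °C (SD, n = 4 each; exact permutation p = 0.0286). With equal numbers of peaks per list the difference (39 °C minus 37 °C) was -20.7 Mb and the exact p was 0.0571. The median peak width was not detectably different, at 916 ± 86.9 bp and 909 ± 62.1 bp (SD, n = 4 each; exact permutation p = 0.857). The difference was -252 bp with equal numbers of peaks (exact p = 0.0857). Of the peaks, 21.6 ± 1.32% lay within 1 kb of a TSS at 37 °C and 24.5 ± 1.61% at 39 °C (SD, n = 4 each; exact permutation p = 0.0286). This difference changed direction with the length of the lists. With equal numbers of peaks it was -0.833 percentage points (39 °C minus 37 °C; exact p = 0.0286). Summits lay in introns for 48.7 ± 0.553% of peaks at 37 °C and 47.8 ± 0.703% at 39 °C (SD, n = 4 each; exact permutation p = 0.0857), between genes for 37.0 ± 0.395% and 37.2 ± 0.275% (exact permutation p = 0.400), and in exons for the remainder.

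To compare the regions of both temperatures, all peaks were merged into 98066 regions, of which 84777 were called in at least 2 libraries and formed the consensus set. These covered 143 Mb with a median width of 1128 bp, and 21.2% lay within 1 kb of a TSS. At least 2 of 4 libraries called 81270 regions at 37 °C and 60943 at 39 °C. Both temperatures shared 58372 regions, or 68.9% of the consensus set (Wilson 95% interval 68.5% to 69.2%). All 8 libraries called 44861 regions, and 32.1% of these lay within 1 kb of a TSS. The share open at both temperatures depended on the number of libraries asked for, the overlap rule and the length of the lists. It was 52.9% when all 4 libraries of each temperature had to call a region, 58.3% when a library's peaks had to cover 50% of a region and 81.7% with equal numbers of peaks.

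Libraries of one temperature resembled each other more than libraries of different temperatures. The mean Jaccard index was 0.836 over the 6 pairs at 37 °C (range 0.781 to 0.947), 0.825 over the 6 pairs at 39 °C (0.763 to 0.881) and 0.703 over the 16 pairs between temperatures (0.581 to 0.763). The highest value between temperatures, 0.763, was no smaller than the lowest within 39 °C to 3 digits. Within-temperature similarity exceeded between-temperature similarity by 0.127, more than in any of the other splits of the 8 libraries (exact one-sided share of the 35 splits, 0.0286). With equal numbers of peaks the excess was 0.0825, again the largest of the 35 splits.

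Regions called in every library of one temperature and in none of the other were counted as the strictest call that peak lists allow. There were 5120 such regions at 37 °C and 266 at 39 °C, so that 95.1% of the 5386 restricted regions (Wilson 95% interval 94.4% to 95.6%) were restricted to 37 °C. The largest count that any other split of the libraries gave was 360. The balance of the 2 directions depended on how many peaks each list held. With equal numbers of peaks there were 1582 regions restricted to 37 °C and 1133 restricted to 39 °C, a share of 58.3% for 37 °C. One library bore on the count at 39 °C: without 39 °C replicate 4 it rose from 266 to 790. Without 37 °C replicate 3 the count at 37 °C rose from 5120 to 8761. Tested region by region with Fisher's exact test, 0 of the consensus regions had an adjusted p under 0.05 (smallest adjusted p 0.450), while 5386 had an unadjusted p under 0.05; 4 libraries against 4 cannot give an exact p below 0.0286, too large to pass after adjustment over this many regions.

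**Figure D2:**
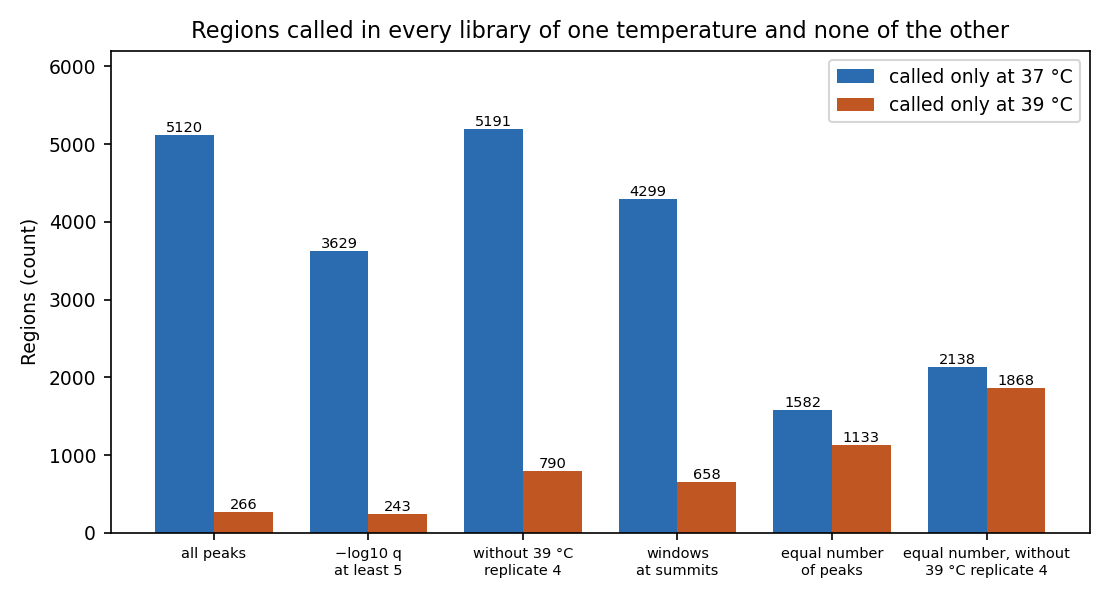
Bars give the number of regions called in every library of one temperature and none of the other, from 0, for 6 ways of preparing the lists named below the bars. With all peaks the counts were 5120 at 37 °C and 266 at 39 °C, and with equal numbers of peaks they were 1582 and 1133.

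The restricted regions lay in the lower part of the lists. By −log10 q, regions restricted to 37 °C had median ranks between 70.6% and 83.8% of the way down the 4 lists at 37 °C, and regions restricted to 39 °C between 69.3% and 84.5% of the way down those at 39 °C. Their median widths were 932 bp and 682 bp. Of the regions restricted to 37 °C, 663 (12.9%; Wilson 95% interval 12.1% to 13.9%) were within 1 kb of a TSS, against 7 (2.63%; 1.28% to 5.33%) of those restricted to 39 °C (Fisher's exact test, p = 1.005e-08). Both shares were below that of the consensus set. The difference kept its direction and side of the threshold under 17 alternatives and reversed under 1, which formed the regions in another way. With windows of 100 bp on each side of the summits it was 0.836 percentage points in the other direction (Fisher's exact p = 0.493). Summits of the regions restricted to 37 °C lay in introns for 51.2% and between genes for 35.1%, and those restricted to 39 °C for 48.1% and 48.1%.

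The best-ranked regions restricted to 37 °C were the following 3. The first was chr16:98107205-98107767, between genes and 24755 bp from the nearest TSS, of A630089N07Rik, with a mean rank of 7980 in the 4 lists. It ended 1 bp before the end of the assembled sequence of the chromosome and held 47 copies of the telomere repeat TTAGGG. The second was chr13:51128005-51129058, in an intron of Spin1 and 27125 bp from its TSS, with a mean rank of 25997. The third was chr4:81301814-81302617, in an intron of Mpdz, with a mean rank of 26600; a TEAD site lay within 100 bp of the summit of each of these 2 regions. The best-ranked regions restricted to 39 °C all lay between genes. They were chr13:113729515-113730777, 31351 bp from the TSS of Gm6343, chr5:137947213-137947995, 15103 bp from the TSS of Gjc3, and chr2:107437568-107438641, 146929 bp from the TSS of Kcna4. Their mean ranks were 27338, 27700 and 28824. The region near Gjc3 held the p53 decamer GGACTTGCCC and the region near Kcna4 the decamer AGACAAGTCC. When a library's peaks had to cover 50% of a region, the regions in Mpdz and near Kcna4 no longer met the criterion.

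To ask which transcription factors could distinguish the 2 sets, 20 motifs were counted in the regions restricted to each temperature. A total of 5 motifs differed at an adjusted p under 0.05 (Fisher's exact test with Benjamini-Hochberg adjustment over the 20 motifs), 3 more frequent at 39 °C and 2 less frequent. The p53 decamer (RRRCWWGYYY, 1 of the 2 copies that make up a full p53 site) matched 23.3% of the regions restricted to 39 °C (62 of 266; Wilson 95% interval 18.6% to 28.7%), 6.99% of those restricted to 37 °C (358 of 5120; 6.33% to 7.72%) and 6.83% of the regions called in all 8 libraries, with a log2 odds ratio of 2.02 and an adjusted p of 1.032e-14. The RUNX site matched 12.0% of the regions restricted to 39 °C and 3.77% of those restricted to 37 °C (adjusted p 3.621e-07). The palindromic NFI site was found in 2 regions restricted to 39 °C and 0 restricted to 37 °C (adjusted p 0.0122). The CTCF site matched 0 of 266 regions restricted to 39 °C, which allows a share of up to 1.42% (upper Wilson limit), and 2.62% of those restricted to 37 °C (adjusted p 0.0122). The TEAD site matched 4.89% and 9.59% (adjusted p 0.0364). The heat shock factor (HSF) motif matched 1 region restricted to 39 °C (0.376%) and 0.352% of those restricted to 37 °C, and a difference was not detectable with this few matches (adjusted p 0.773).

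With equal numbers of peaks, 8 motifs passed the threshold, and 4 of them also passed with all peaks, in the same direction: the p53 decamer (20.9% at 39 °C against 5.31% at 37 °C), RUNX (10.4% against 7.02%), CTCF (0.618% against 2.78%) and TEAD (6.53% against 15.9%). The NFI site did not pass (adjusted p 0.676). Sites for SOX and Forkhead factors were then more frequent at 39 °C, at 2.12% against 0.569% (adjusted p 0.0020) and 5.21% (59 of 1133 regions) against 31 of 1582 regions (adjusted p 3.781e-05), and NFY and SP/KLF sites less frequent, at 1.41% against 2.78% (adjusted p 0.0427) and 0.441% against 1.39% (adjusted p 0.0427). Within strata of GC content and promoter position the log2 odds ratio for SP/KLF was -0.40 (95% interval -1.94 to 1.13), so that a difference was not detectable there. The intervals for NFY (-2.05 to -0.24), SOX (0.52 to 2.93) and Forkhead (0.33 to 1.66) excluded 0. With all peaks, the log2 odds ratios within strata were 0.85 (-0.59 to 2.29) for SOX and -0.18 (-1.16 to 0.79) for Forkhead. Both of these intervals included 0, and no stratified value was obtained for NFY with all peaks.

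**Figure D3:**
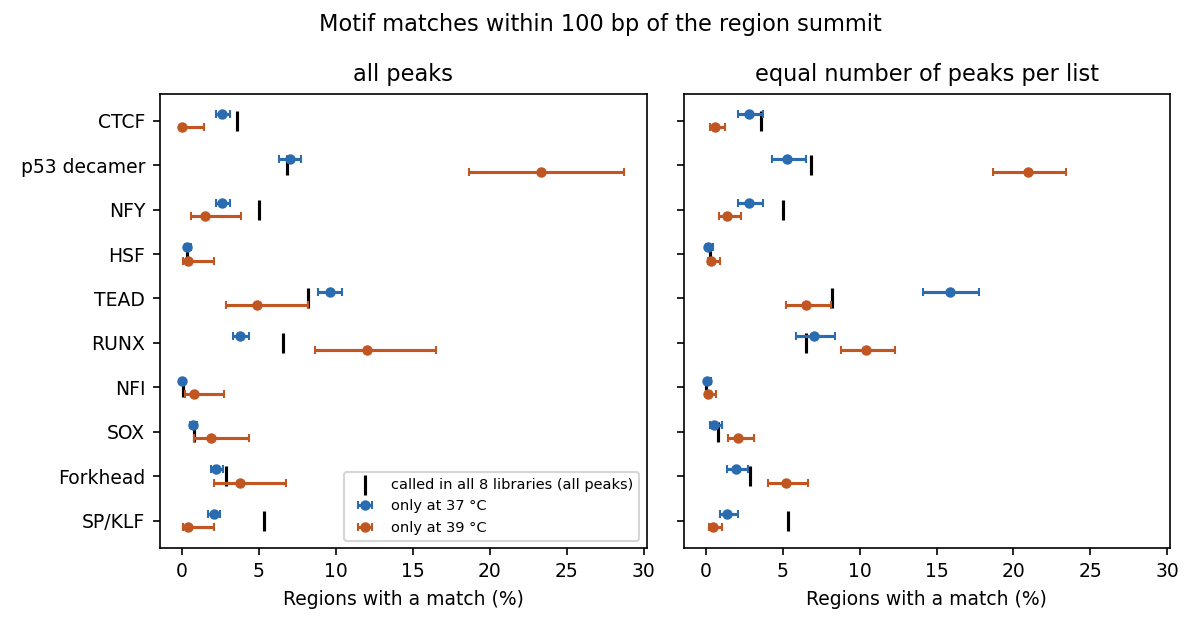
Points give the percentage of regions with a motif match within 100 bp of the summit, with Wilson 95% intervals, for regions restricted to 37 °C and to 39 °C, with all peaks (left) and with equal numbers of peaks (right). Black ticks give the percentage in the regions called in all 8 libraries, and the p53 decamer stands at 23.3% and 20.9% in the regions restricted to 39 °C in the left and right panels.

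The study asked whether the cells take on a dopaminergic state, and 27 genes were examined for promoter peaks. A peak near any annotated TSS of a gene counted, and a called peak does not measure expression. In single cells the study found few to no reads of Th, Nr4a2, Foxa2 and Pitx3, while its RT-qPCR detected Th, Nr4a2 and Foxa2. A peak within 1 kb of a TSS was called in at least 2 of 4 libraries at both temperatures for 24 genes and in all 8 libraries for 21. The 21 included the dopaminergic genes Th (chr7:142892752-142931128), Nr4a2 (chr2:57106830-57124003), Foxa2 (chr2:148042877-148046969) and Pitx3 (chr19:46135685-46148326), and the proliferation genes Mki67, Ccna2, Cdc6, Cenpf and Gins1. No library called one at Olig3. For 4 genes fewer libraries called a promoter peak at 39 °C than at 37 °C, and for 0 genes more did. Slc6a3, the dopamine transporter gene (chr13:73536747-73578672), had a promoter peak in 4 libraries at 37 °C and 1 at 39 °C, Lmx1b (chr2:33560965-33640511) in 4 and 2, Aldh1a1 (chr19:20492715-20643465) in 4 and 3, and Il33 (chr19:29925114-29960718) in 4 and 3. Such differences lie within what chance gives for 4 libraries against 4, since only 4 against 0 has an exact p under 0.05. Regions restricted to 37 °C lay within 5 kb of a TSS of 3 of the genes, in an intron of Celf5 (chr10:81479904-81481006), in an intron of Hdac11 (chr6:91161645-91162725) and upstream of Ptgds (chr2:25472623-25474339), and regions restricted to 39 °C near 0 of them.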

Values the study reported

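From the same libraries the study reported 83,778 consensus regions of open chromatin, and it stated that 70% of peaks were shared by both temperatures. Its test of read counts over the consensus regions, a different measure from the presence of peaks, found 5,055 regions that differed in accessibility, 2,654 of them more open at the permissive temperature and 2,401 more open at the non-permissive temperature. Its methods describe a filter for blacklisted regions that the deposited lists do not seem to have passed through, so its values and those given here can rest on different sets of peaks.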

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

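The test in this part was chosen after the flags were seen. In 22 groups of 4 libraries, 11 measures at each temperature, 2 values stood apart from the other 3 libraries of their group, where chance alone gives about 1. Both belonged to 39 °C replicate 4. Its summits lay in exons for 16.3% of peaks and in introns for 46.7%, and the 2 shares are not independent, since the places add up to the whole list.

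This library had the shortest list, and short lists hold relatively more promoter and exon peaks because weak peaks lie more often elsewhere. Cut to equal numbers of peaks, the exon shares at 39 °C were 15.9%, 15.5%, 15.8% and 16.3% in replicates 1 to 4. The gap from replicate 4 to the next library narrowed from 1.51 to 0.387 percentage points, and it was then 0.470 of the range in place of 0.841, so the library no longer stood apart. Replicate 4 still had the highest exon share of the 4, so that list length may not be the whole cause of that value. The intron shares were then 46.5%, 46.5%, 46.2% and 46.7%, so replicate 4 went from the lowest to the highest and its intron value no longer stood apart. Its depth was the lowest at 39 °C. No biological explanation was tested, since the labels give no difference between replicates.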

How the results depend on the processing

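The tests on libraries with fewer than 100 M fragments, on equal numbers of peaks without 39 °C replicate 4, and on the share of restricted regions that were restricted to 37 °C were chosen after seeing the data; the other alternatives were fixed before. For tested differences only direction and side of the threshold were compared, whatever their size. A count was taken as moved when it changed by a factor above 1.5, and a share when it left its 95% interval. By these rules 156 of the comparisons with an alternative were unchanged, 41 moved, 22 lost their side of the threshold and 6 reversed. Some of these outcomes were fixed by the design. The 16 unchanged comparisons of the region-wise Fisher test were among them, since no region could pass after adjustment. Exact tests with the replicate number as a block, or with only the libraries under 100 M fragments, could not stay under 0.05. Differences are 39 °C minus 37 °C, and p is from the exact permutation test unless another is named. Where no cause is given, the cause was not tested.

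More peaks at 37 °C held under each change of threshold or chromosomes. Leaving out one library gave -20899 to -14903 peaks, and only without 39 °C replicate 4 (-15391) was the exact p above 0.05, at 0.0571. The libraries with fewer than 100 M fragments gave -11954 peaks, -16.1 Mb covered (exact p = 0.133), 1.83 points in promoter share (exact p = 0.200), a width difference of 45.3 bp, reversed (exact p = 0.467), and an excess similarity of 0.0833 (exact p = 0.0667); 2 libraries against 4 cannot reach 0.05. With these libraries 74.5% of regions were open at both temperatures, 821 regions were restricted to 39 °C, 88.7% of restricted regions were restricted to 37 °C and 8 motifs passed.

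Covered length was -31.5 Mb at −log10 q of at least 5 and -20.7 Mb with equal numbers of peaks (exact p = 0.0571 each). Without one library it was between -41.3 and -26.7 Mb, with an exact p of 0.0571 without 39 °C replicate 1 (-36.3), 2 (-35.0), 3 (-33.6) or 4 (-28.4). Without one library the width difference was between -36.1 and 33.1 bp. It was -252 bp with equal numbers of peaks (exact p = 0.0857), and at −log10 q of at least 5 it was -39.8 bp (exact p = 0.486), and no alternative passed 0.05. It reversed without 37 °C replicate 1 (33.1), 39 °C replicate 3 (16.1) or 39 °C replicate 4 (3.13). The promoter share of peaks differed by 2.59 points at −log10 q of at least 5 (exact p = 0.0571), by 1.17 points within 5 kb (exact p = 0.343) and by -0.833 points with equal numbers of peaks, a reversal past the threshold. Without one library it was between 2.09 and 3.32 points, with an exact p of 0.0571 without 37 °C replicate 1 (2.73) or 4 (2.33) or 39 °C replicate 1 (3.05), 2 (3.06) or 4 (2.09).

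The replicate number as a block left the differences as they were (-18293 peaks, -33.3 Mb, 2.87 points and 0.127 in similarity), and the exact p was 0.125 for each, the smallest that 4 blocks allow. The labels do not say whether equal numbers share a batch, and the lists gave no sign of it.

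The share of regions open at both temperatures was 71.4% at −log10 q of at least 5, 81.7% with equal numbers of peaks, 63.2% with windows at summits and 58.3% with 50% cover. Asking for 1, 3 or 4 libraries per temperature gave 76.9%, 62.4% and 52.9%, by construction. Without one library it was between 65.9% (39 °C replicate 3) and 72.8% (37 °C replicate 4), with 71.8%, 69.5% and 69.3% without 37 °C replicates 1, 2 and 3 and 66.0% and 66.6% without 39 °C replicates 1 and 2. The excess similarity stayed between 0.107 and 0.149 without one library.

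Restricted regions numbered 1582 at 37 °C and 1133 at 39 °C with equal numbers of peaks, and 2138 and 1868 without 39 °C replicate 4 as well. With 3 of 4 libraries asked for there were 10537 and 833. At 39 °C there were 658 with windows at summits. Without one library there were 273 (37 °C replicate 2) to 790 (39 °C replicate 4) at 39 °C and 5191 (39 °C replicate 4) to 8761 (37 °C replicate 3) at 37 °C. Fewer libraries make the rule easier to meet, which adds to these counts. The share restricted to 37 °C was 58.3% and 53.4% with equal numbers of peaks (with and without 39 °C replicate 4), 93.7% at −log10 q of at least 5, 86.7% with windows and 92.7% with 3 of 4 libraries. Without one library it was between 86.8% (39 °C replicate 4) and 97.0% (37 °C replicate 3), with 96.1% and 93.1% without 37 °C replicates 2 and 4 and 95.6% without 39 °C replicate 3. It stayed above 50% throughout. The difference in promoter share of restricted regions reversed with windows at summits (0.836 points, Fisher's exact p = 0.493).

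The number of motifs past the threshold was 8 with equal numbers of peaks, 8 with 3 of 4 libraries, 9 without 37 °C replicate 4 and 8 without 39 °C replicate 4. More regions at 39 °C were tested in each, but 658 regions with windows at summits gave 4 motifs, so the cause was not settled. Of 18 alternatives, the p53 decamer and RUNX passed in 18 each, CTCF in 16, TEAD in 15 and NFI in 13, none with a change of direction.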

Other observations

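The tests chosen only after the result was seen were the splits for the region-wise test, the tests of depth and of the number of peaks passing the threshold, and the use of the serum response factor motif as a test of serum. The splits for similarity and for restricted regions were part of the design, but for similarity and for restricted regions with all peaks what each outcome would mean was written down after the values were seen.

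Grouping by chance was set against temperature in the 35 splits of the 8 libraries into 4 and 4. For similarity within against between groups, 1 of the 35 splits, the real one, gave a difference as large, with all peaks and again with equal numbers of peaks. For restricted regions it was 1 of 35 with all peaks and 1 of 35 with equal numbers of peaks (2715 regions). The region-wise Fisher test gave 1 of 35 as well, but only regions called in 4 libraries against 0 can have an unadjusted p under 0.05, so it repeats the count of restricted regions and adds no evidence. For motifs past the threshold it was 1 of 35 too, but the other splits gave at most 360 regions to search, so few motifs could have passed there. Serum changed along with temperature, and the 2 cannot be separated by this design.

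The excess of regions restricted to 37 °C over those restricted to 39 °C had 3 technical explanations to weigh. Greater depth of the 37 °C libraries was tested with replicates 2 and 3 at 37 °C, which together held 114 M fragments, against each of the 6 pairs of libraries at 39 °C, which held 112 to 131 M. The share restricted to 37 °C was between 71.5% and 90.3% and above 50% in all 6 pairs, which argues against depth as the whole cause. Fewer peaks passing the threshold at 39 °C stays open: with equal numbers of peaks the share was 58.3%, and without 39 °C replicate 4 as well it was 53.4%, but lists of equal length push the counts together by construction. Weak peaks that fall under the threshold at 39 °C stay open too, since only 28 of the 5120 regions lay in the better-ranked 50% of all 4 lists at 37 °C. How many fragments fell in peaks was not analysed here. The split of 95.1% against the remainder is farther from even than the one quoted from the study above, which rests on read counts.

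The p53 decamer was the motif with the clearest difference, and it passed the threshold in the direction of 39 °C under all 18 alternatives, with log2 odds ratios from 1.31 to 2.36. Base composition was tested with the motif written backwards, which keeps its bases. With equal numbers of peaks its log2 odds ratio was 0.33 (95% interval -0.43 to 1.10), far from the 2.23 of the motif itself. The regions restricted to 39 °C had a lower GC content (median 45.8% against 51.2%), but within strata of GC content and promoter position the log2 odds ratio of the motif was 2.28 (1.87 to 2.68). Repeats that carry the motif were tested by counting matches outside repeat-masked sequence, which gave 2.21 (1.81 to 2.62). The 237 matched regions held 102 different decamers, the commonest, AGACATGCCC, in 11 regions. These values argue against composition, promoter position and repeats as the cause. A candidate explanation is p53 activity at 39 °C, since the T antigen that immortalises the line binds p53 and is unstable at that temperature. A list of 20 p53 target genes written before this test did not decide it. With equal numbers of peaks, 10% of these genes (Perp and Pmaip1) had a region restricted to 39 °C within 50 kb of a TSS. Of 13446 other genes with an open promoter 807 had one (Fisher's exact test, p = 0.340). In the other direction, 15% of the listed genes (Bax, Cdkn1a and Gdf15) had a region restricted to 37 °C within that distance, against 2200 of the other genes. The full p53 site had few matches. With equal numbers of peaks it was in 3 regions restricted to 39 °C and 0 restricted to 37 °C (Fisher's exact test, adjusted p 0.161). With all peaks it was in 1 and 0 regions (adjusted p 0.142). It passed the threshold under 4 of the 18 alternatives, none of them with a change of direction. Matches this few do not decide on p53 activity. The hypothesis was found and examined on the same libraries, and other factors may bind the same decamer.

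The RUNX site behaved otherwise. Within strata of GC content and promoter position its log2 odds ratio was 0.095 (95% interval -0.32 to 0.51) with equal numbers of peaks, so GC content and promoter position may account for the difference in that set. With all peaks it was 0.74 (0.13 to 1.35) within strata, against 1.82 without. Written backwards the motif gave -0.17, with an interval (-1.29 to 0.95) too wide to decide on base composition.

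The TEAD and CTCF sites were less frequent in regions restricted to 39 °C also within strata of GC content and promoter position, with log2 odds ratios of -1.90 (-2.33 to -1.47) and -2.23 (-3.52 to -0.93), so those properties do not account for either difference. For TEAD the motif written backwards gave -0.84 (-1.83 to 0.15), which neither excludes nor shows an effect of base composition. A candidate explanation for TEAD is the lower serum at 39 °C, since serum promotes TEAD activity through its coactivators. The serum response factor motif, which should then fall too, had a log2 odds ratio of 0.48 and did not differ (adjusted p 0.603), but temperature and serum cannot be told apart here because they changed together in all 4 libraries.

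The best-ranked region restricted to 37 °C lay at the very end of chromosome 16 and held 47 copies of the telomere repeat, so repeat sequence may be what is being counted there rather than a regulatory region. Peaks were called in at least 1 library within 1 kb of the sequence end on 18 of 20 chromosomes (1 to 19 and X), and in all 8 libraries on 9. On 8 chromosomes fewer libraries called the end at 39 °C than at 37 °C and on 1 more did. The region on chromosome 16 was called in 4 libraries against 0 with equal numbers of peaks too, and its mean rank was 7980, which argues against shorter lists at 39 °C as the reason there. The other ends were not tested further.

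Each list held 21 to 41 peaks on chromosome Y. A Y chromosome in the line was tested at the promoters of 4 single-copy Y genes (Ddx3y, Kdm5d, Uty and Eif2s3y), where the count over the 8 libraries was 0 peaks, while the promoter of Xist had a peak in all 8. This argues against a Y chromosome. Of the 248 Y peaks, 56.9% lay beyond 90 Mb, and reads from similar sequence elsewhere may explain them.

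Within each list, promoter peaks common to all 8 libraries differed in height by chromosome. Relative to the median of its list, the median fold enrichment given by the authors was 1.37 to 1.44 on chromosome 19, 0.798 to 0.823 on chromosome 7 and 0.785 to 0.838 on chromosome X across the 8 libraries. Unequal copy number of whole chromosomes is a candidate explanation in a line with an abnormal karyotype. The upper heights of distal peaks (their 90th percentile) followed the promoter heights over the 20 chromosomes (Spearman's rho 0.850, permutation p = 1.000e-05, the smallest that the permutations can give; Pearson's r 0.842, permutation p = 1.000e-05), but the median heights of distal peaks did not (rho -0.161, permutation p = 0.497; r -0.150, permutation p = 0.525). Promoter GC content did not follow them either (rho 0.096, permutation p = 0.685; r 0.050, permutation p = 0.835). Benjamini-Hochberg adjustment over these 3 relations leaves the first past 0.05. Copy number and a difference between promoters of different chromosomes cannot be told apart, because a calling threshold can hide a shift in the median of weak peaks.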
